A study of Mus musculus with 36 samples.

How the data were processed

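Per the labels' protocols, total RNA was extracted from preserved liver with Qiagen column kits and made into libraries with the NEXTflex Rapid Directional kit. The authors deposited a single table of raw read counts per gene for 36 libraries and 53715 gene identifiers, with no normalization. The labels did not state how transcripts were selected, the aligner, the counting program, the genome build, the annotation release, the strand setting or how reads shared between similar genes were counted. Every column of the table was matched to its sample by the column name given in that sample's label. The values were whole numbers, and 27335 of the genes had at least 1 count in some library.

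Gene symbols and positions were taken from GENCODE release M21 (mouse genome GRCm38) by Ensembl identifier without its version. This gave a symbol for 53620 identifiers. The other 95 held 0.00177% of all counts, and 51464 identifiers matched with their version as well. Because the authors' build is not known, every position below is that of the identifier in release M21 and not a position from the deposited table.

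The libraries fell into 3 diets of 12 libraries each. The number in each sample title was read as the mouse number. No number occurred in more than 1 diet, so no pairing of libraries was made. Near-duplicate libraries were looked for with a chi-square statistic per degree of freedom over genes with at least 20 counts summed over the pair. The smallest value was 13.7 among the 198 pairs from the same diet and 14.0 among the 432 pairs from different diets, so all libraries were kept as separate replicates. Xist had 0 counts in every library.

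Genes were filtered with filterByExpr of edgeR 4.0.16 at its defaults (a count of 10, a total count of 15, and a share of 0.7 of the group beyond 10 libraries), which kept 14068 genes. Library sizes were scaled by the trimmed mean of M values. The main test was edgeR's quasi-likelihood F test with robust estimation on the deposited counts, fitted to all 36 libraries without covariates so that the 3 diets shared the dispersion estimate. P-values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. The contrasts were red against control, tangerine against control, tangerine against red, the mean of both tomato diets against control, and any difference among the 3 diets. Standard errors of log2 fold changes were derived from the F statistic (the absolute fold change divided by its square root). Abundances are given as CPM, counts scaled by edgeR to a common library size, and log2 CPM used a prior count of 2. A count of 3 was taken as the floor of detection in a library. The labels mention no molecular identifiers, so that floor covers counting error only.

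Gene sets were tested with camera of limma 3.58.1 on log2 CPM, with a preset inter-gene correlation of 0.01. The 22 sets with at least 5 tested genes were adjusted together over 4 contrasts (88 tests). The sets, a list of 20 genes of xenobiotic and carotenoid metabolism and a list of clock genes were written before the data were examined. So were the groups, the tests and the first list of other settings below. The clock score of a library was the first principal component of the log2 CPM of the 11 tested clock genes, signed so that a high value means high Dbp, and it held 71.6% of their variance. Separation of the libraries by diet was tested with PERMANOVA in vegan 2.7.1 (9999 permutations) on Euclidean distances over the 500 genes with the highest variance. Library measures were compared with two-sided permutation tests of means (100000 resamples) in scipy 1.17.1, adjusted over the 4 contrasts of a measure.

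The genes named below followed a rule set in advance. For each of the 4 directed contrasts, these were the 5 genes with the largest absolute log2 fold change among those past the threshold with a mean log2 CPM of at least 1. The rule also admitted the members of the fixed list and up to 3 genes with the smallest p-value from each gene set past the threshold. A gene named outside that rule is described as chosen after its values were seen.

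Other settings tried were DESeq2 size factors, no low-count filter, a mean log2 CPM of at least 1, the DESeq2 1.42.0 test, limma-voom with sample weights, surrogate variables from sva 3.50.0 (9 were estimated and 5 used), the clock score or the mouse number as covariate, only the groups compared, and leaving out the library farthest from its group median over 10 principal components. Gene sets were also tested with the inter-gene correlation estimated, with fry and with fgsea 1.28.0. Further settings were chosen after seeing the data: the GC slope of each library, the first principal component of all genes with and without the clock score, leaving out a pair of libraries, and applying the settings to the number of genes from the list of 20. The closing section describes how the results depended on these settings.

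The test was tried on simulated counts for 14068 genes with 200 of them changed. It recovered 96% of the 100 genes changed by 1 log2 unit and 63% of the 100 changed by 0.5. Of 164 genes called, 3.05% were unchanged ones, and 0 genes were called in a contrast without changes. In a separate simulation of the same kind, a shifted set of 30 genes gave a camera p of 8.06e-16 and an unshifted set gave 0.566. Genes were drawn independently, so this could not show how camera behaves when the genes of a set vary together. R 4.3.3 and Python 3.11.15 were used. Metabolite measurements, sampling times, cages and sequencing runs were not analysed here.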

Results

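Liver RNA was sequenced from 36 male mice of the inbred C57BL/6 strain, aged 10 weeks. From 4 weeks of age the mice ate AIN93G, a purified rodent diet used as control, or a diet with 10% powder of red or of tangerine tomato for 6 weeks. Red tomatoes hold lycopene mostly in its all-trans form, whereas tangerine tomatoes hold mostly cis forms of lycopene and its precursors. Each diet had 12 libraries with different mouse numbers, taken as 12 mice, although the labels give a range per group that starts below 12. The total count per library ranged from 21290169 to 33810573, with a mean of 26719000 ± 2964600 (SD, n = 12) on control, 27540000 ± 2950200 (SD, n = 12) on red and 27492000 ± 2417500 (SD, n = 12) on tangerine. Mean totals did not differ between diets in two-sided permutation tests, with p of 0.499 for red against control (adjusted 0.666), 0.490 for tangerine against control (adjusted 0.666) and 0.972 for tangerine against red (adjusted 0.972). On average 18955 genes had at least 1 count in a library, and the 10 most abundant genes took 20.3% ± 1.33 (SD, n = 36) of its counts.

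The overall separation of the libraries by diet was examined before single genes. Diet accounted for 10.2% of the squared distance between libraries (PERMANOVA p 0.0027), and the spread within diets did not differ (p 0.798). The share ranged from 8.57% with all tested genes to 11.8% with a rank correlation distance. With the clock score in the same model, 6.44% went to diet (p 0.114) and 9.14% to the clock score (p 1e-04, the smallest the permutations can give).

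To ask which transcripts changed with red tomato powder, red was compared with control over 14068 genes. The adjusted p-value was under 0.05 for 21 genes, of which 7 were higher and 14 lower on red. At an unadjusted p under 0.05 there were 1872 genes, where about 703 would arise by chance. The number moved most with limma-voom and sample weights, to 1504 genes, and it was 3 with the clock score as covariate. Among genes with a mean log2 CPM of at least 1, the changes with the largest size were in Osgin1, Ntrk2, Cyp2c29, Mmd2 and Nnmt.

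Cyp2c29 encodes a cytochrome P450. In release M21 its identifier, ENSMUSG00000003053, lies on chromosome 19 from 39269405 to 39330713, on the plus strand of GRCm38, and is annotated as protein coding. Its abundance was 696 ± 116 CPM (SD, n = 12) on control, 1218 ± 217 CPM on red (n = 12) and 1035 ± 142 CPM on tangerine (n = 12). The log2 fold change of red against control was 0.81 (SE 0.093, edgeR adjusted p 2.17e-06). All 12 red libraries lay above the control median, and 10 lay above every control library. The annotated span of Cyp2c29 overlaps the pseudogene Cyp2c53-ps (39229254 to 39274985), which was chosen after its values were seen. Cyp2c53-ps had 0.316 CPM on control and 0.928 CPM on red (log2 fold change 1.52, SE 0.253, edgeR adjusted p 0.00367). How reads were divided among the closely similar Cyp2c genes was not stated, so the abundance of each of them is uncertain to that extent.

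Osgin1 (chromosome 8, 119434124 to 119446256) rose from 79.4 ± 31.5 CPM on control to 183.5 ± 77.9 CPM on red (n = 12 each). Its log2 fold change was 1.21 (SE 0.240, edgeR adjusted p 0.0167), and 11 of 12 red libraries exceeded the control median. Ntrk2 (chromosome 13, 58806569 to 59133970) fell from 58.8 ± 19.1 to 25.5 ± 12.4 CPM, a log2 fold change of -1.21 (SE 0.203, edgeR adjusted p 0.00367), with 0 of 12 red libraries above the control median. Mmd2 on chromosome 5 had a log2 fold change of -0.79 (SE 0.156) and Nnmt on chromosome 9 of -0.70 (SE 0.140), each with an edgeR adjusted p of 0.0167 and 0 of 12 red libraries above the control median. With the clock score as covariate, Osgin1 (adjusted p 0.317) and Nnmt (0.186) no longer passed, whereas Ntrk2 and Mmd2 did (0.0481 each).

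**Figure D1:**
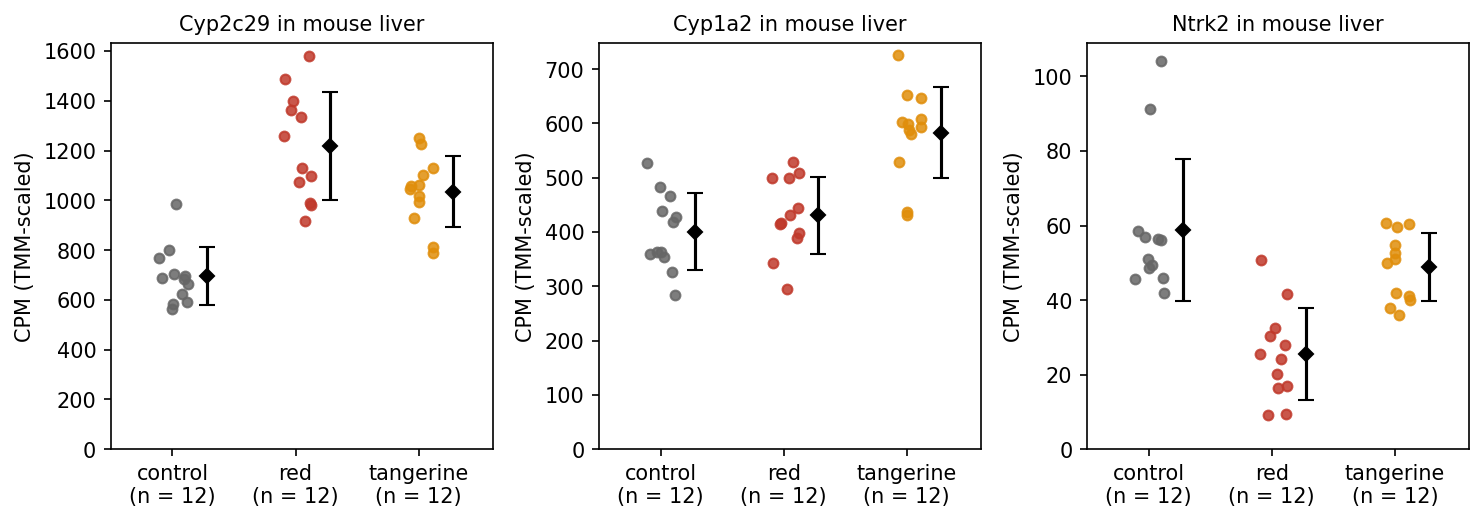
Abundance in CPM (vertical axes, from 0) of Cyp2c29, Cyp1a2 and Ntrk2 in each of 36 livers by diet; circles are mice, diamonds and bars the mean and SD of 12. Cyp2c29 averaged 696 CPM on control, 1218 on red and 1035 on tangerine, Cyp1a2 was highest on tangerine at 583 CPM, and Ntrk2 was lowest on red at 25.5 CPM.

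The same question for tangerine powder gave 2 genes past the threshold, both higher, and 770 genes at an unadjusted p under 0.05. With surrogate variables as covariates the number was 127. Cyp2c29 was higher on tangerine than on control by a log2 fold change of 0.57 (SE 0.093, edgeR adjusted p 0.00476), with all 12 tangerine libraries above the control median. It was the only gene past the threshold in both comparisons with control. Cyp1a2 (ENSMUSG00000032310, chromosome 9, 57676937 to 57683703, minus strand, protein coding) averaged 401 ± 70.9 CPM on control, 431 ± 70.6 CPM on red and 583 ± 84.0 CPM on tangerine (SD, n = 12 each). Its log2 fold change on tangerine against control was 0.54 (SE 0.095, edgeR adjusted p 0.0115), and 10 of 12 tangerine libraries exceeded every control. With the mouse number as covariate it did not pass (adjusted p 0.0838).

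When both tomato diets together were compared with control, 1 gene passed, and 952 had an unadjusted p under 0.05. This was Cyp2c29, with a log2 fold change of 0.69 (SE 0.082, edgeR adjusted p 5.57e-06). Of the 20 genes listed in advance, 18 passed the low-count filter and were tested. Adjusted over that list alone, 4 genes differed on the tomato diets and 1 did when adjusted over all genes. The 4 were Cyp2c29, Cyp1a2 (log2 fold change 0.32, list-adjusted p 0.00386), Cyp2b10 (1.47, 0.0377) and Gsta1 (0.65, 0.0458). For red against control the list gave 1 gene by either adjustment, for tangerine against control 2, and for tangerine against red 1. Cyp2b10 averaged 0.206 CPM on control and Gsta1 0.941 CPM, so both were of low abundance. The carotenoid oxygenases Bco1 and Bco2 and the receptor Scarb1 did not differ in any of these contrasts.

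The tomato types were then compared directly. The adjusted p-value was under 0.05 for 241 genes, 103 higher and 138 lower on tangerine, and 2127 genes had an unadjusted p under 0.05. The median absolute log2 fold change of the 241 was 0.42. Of these genes, 11 also passed in red against control. The number was 867 with surrogate variables and 0 with the clock score as covariate, where 1771 genes had an unadjusted p under 0.05. Pitx3 (chromosome 19, 46135685 to 46148326) fell by 2.00 log2 units (SE 0.491, edgeR adjusted p 0.0271) and Arntl (chromosome 7, 113207465 to 113314126) fell by 1.46 (SE 0.396, adjusted p 0.0464), each with 0 of 12 tangerine libraries above the red median. Dbp (chromosome 7, 45705088 to 45710203) rose by 1.84 log2 units (SE 0.458, edgeR adjusted p 0.0289), from 22.6 ± 19.8 CPM on red to 80.5 ± 43.5 CPM on tangerine (n = 12 each). Upp2 on chromosome 2 was higher by 1.40 (SE 0.332, adjusted p 0.0248) and Bmf on chromosome 2 by 1.30 (SE 0.288, adjusted p 0.0173), above the red median in 12 and 11 of 12 tangerine libraries. None of these genes, nor Cyp1a2, passed the threshold in this contrast with the clock score or with the mouse number as covariate. Cyp1a2 was higher on tangerine than on red by 0.44 (SE 0.095, edgeR adjusted p 0.0155), in 12 of 12 tangerine libraries relative to the red median. Cyp2c29 did not differ between the tomato types (log2 fold change -0.24, SE 0.092, edgeR adjusted p 0.199). A test for any difference among the 3 diets gave 166 genes, 135 of them shared with the comparison of tomato types.

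Dbp and Arntl belong to the circadian clock, and the clock score was therefore compared between diets with two-sided permutation tests. Its mean was 0.760 ± 2.63 (SD, n = 12) on control, -2.40 ± 2.08 on red and 1.64 ± 2.00 on tangerine. Red was lower than control by a difference of -3.16 (permutation p 0.00468, adjusted 0.00936) and lower than tangerine by 4.04 (permutation p 0.00028, adjusted 0.00112). Tangerine and control differed by 0.878 (permutation p 0.371, adjusted 0.371), which is within the spread between mice. The labels give no time of day or order of tissue collection. Of the 11 clock genes, 7 passed the threshold in tangerine against red.

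**Figure D2:**
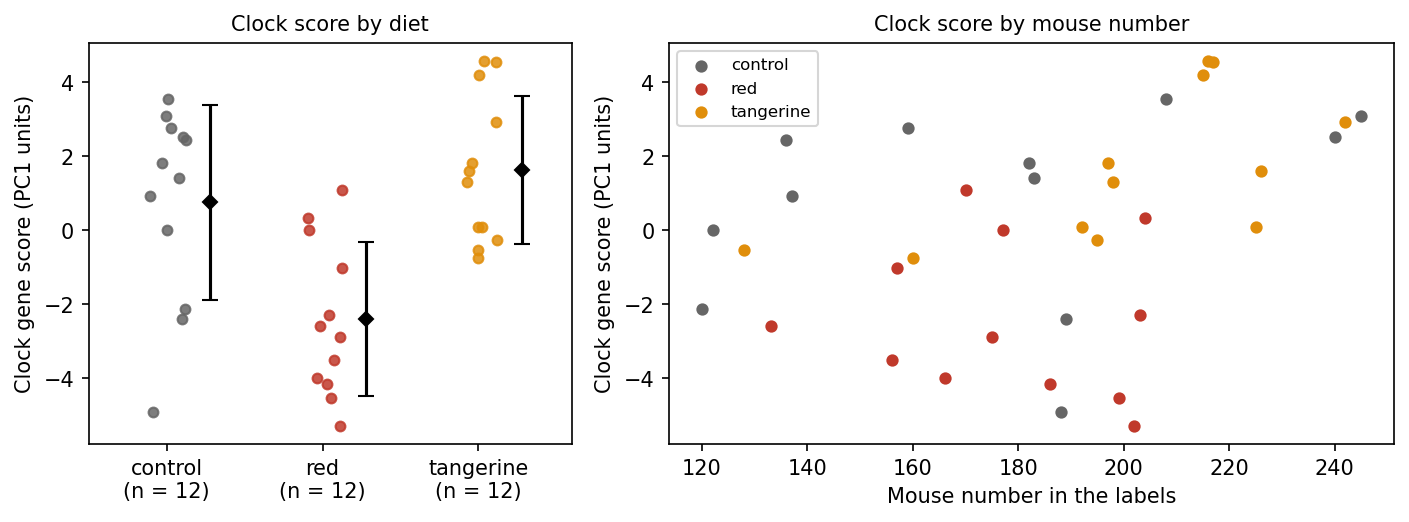
Clock gene score (vertical axes, units of the first principal component) of each of 36 livers, by diet on the left, with diamonds and bars as mean and SD of 12 mice, and by mouse number on the right. Red averaged -2.40 and tangerine 1.64, and control libraries spanned from -4.92 to 3.56.

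The relation of the 241 genes to the clock score was measured in the control libraries, which are in neither group of that contrast. They are not fully independent of it, since all 36 libraries shared the dispersion estimate and defined the score. The slope of each gene on the score was fitted in the 12 control livers. Among 234 genes outside the score, 203 (86.8%) had a slope whose sign matched the tangerine minus red difference, and 0 of 100 shuffles of the control scores gave as many. The share was 47.8% among the other 13823 tested genes. Across the 234 genes, which are not independent replicates, slope and difference correlated with Pearson's r of 0.740. The largest difference was that of Satb1 (-2.95), and those of Trbc2 (-2.89), Lck (-2.59) and Thy1 (-2.37) also exceeded that of Pitx3. These genes fell outside the naming rule because their mean log2 CPM was under 1, and they were chosen after their values were seen. Whether a few libraries carried their differences was not examined. Their slopes times the score difference were 0.08, 0.12, -0.17 and 0.11, far smaller than the measured differences.

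**Figure D3:**
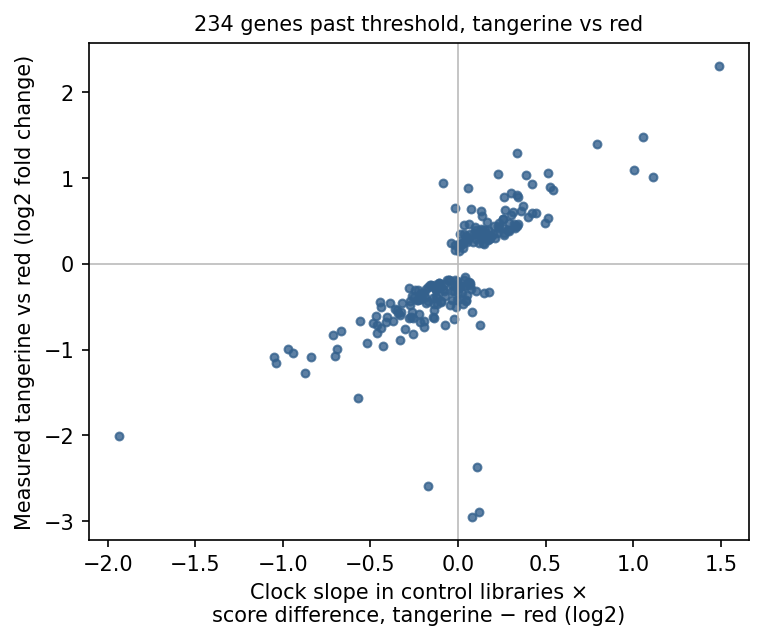
Measured log2 fold change of tangerine against red (vertical axis) against the slope on the clock score in 12 control livers times the score difference of 4.04 (horizontal axis, log2 units); each point is 1 of 234 genes past the threshold and outside the score. For 203 of the 234 genes both values had the same sign.

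Sets of genes were examined for shifts shared by many members. Of 22 sets, 9 passed the threshold in red against control, 11 in tangerine against control, 10 in tangerine against red and 10 in both tomato diets against control. These numbers depended on the test. With the inter-gene correlation estimated for each set, 0 sets passed in each of the 4 contrasts, where 3, 5, 5 and 1 sets had an unadjusted p under 0.05. Random regroupings of the same libraries also passed often, with a median of 6 sets for red against control and 5 for tangerine against control.

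The 24 cholesterol biosynthesis genes had a median log2 fold change of -0.26 on red against control, and 1 of 24 was higher (camera adjusted p 2.44e-09). On tangerine against red their median was 0.24, with 23 of 24 higher (camera adjusted p 1.60e-09). With fry the adjusted p of this set was 0.0522 for red against control and 0.0477 for tangerine against red. The 20 fatty acid synthesis genes were lower on red (median -0.35, camera adjusted p 3.28e-05) and on tangerine (median -0.14, 0.0049) than on control. The 56 cytochrome P450 genes had a median of 0.10 on tangerine against control, with 45 of 56 higher (camera adjusted p 1.57e-06). Their median was 0.02 on red against control (camera adjusted p 0.404) and 0.08 on tangerine against red (camera adjusted p 0.00795, and 0.389 with the clock score as covariate). NRF2 target genes were higher on both tomato diets, with medians of 0.07 on red (camera adjusted p 0.00348, and 0.118 with the clock score as covariate) and on tangerine (0.000223). The 6 tested sulfotransferases were lower on red (median -0.20, camera adjusted p 0.000279). The 6 tested aryl hydrocarbon receptor targets had a median of 0.15 on tangerine against control (camera adjusted p 0.00132). On tangerine against red their median was 0.23 (camera adjusted p 0.0027). With the inter-gene correlation estimated, the camera adjusted p of this set was 0.0622 in both contrasts. With fry the sulfotransferases had an adjusted p of 0.0437 on red against control and 0.0477 on tangerine against red. Aryl hydrocarbon receptor targets passed with fry on tangerine against control (0.0162) and tangerine against red (0.00411). The set of acetyl- and methyltransferases and amino acid conjugation passed with fry on red against control (0.0437) and tangerine against red (0.014). Fatty acid synthesis, NRF2 targets and cytochrome P450 genes did not pass with fry. Against control, fry gave fatty acid synthesis 0.253 on red and 0.523 on tangerine, and NRF2 targets 0.085 and 0.156. For cytochrome P450 genes fry gave 0.208 on tangerine against control and 0.37 on tangerine against red. No set of glutathione S-transferases or of retinoid and carotenoid metabolism passed in any contrast.

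**Figure D4:**
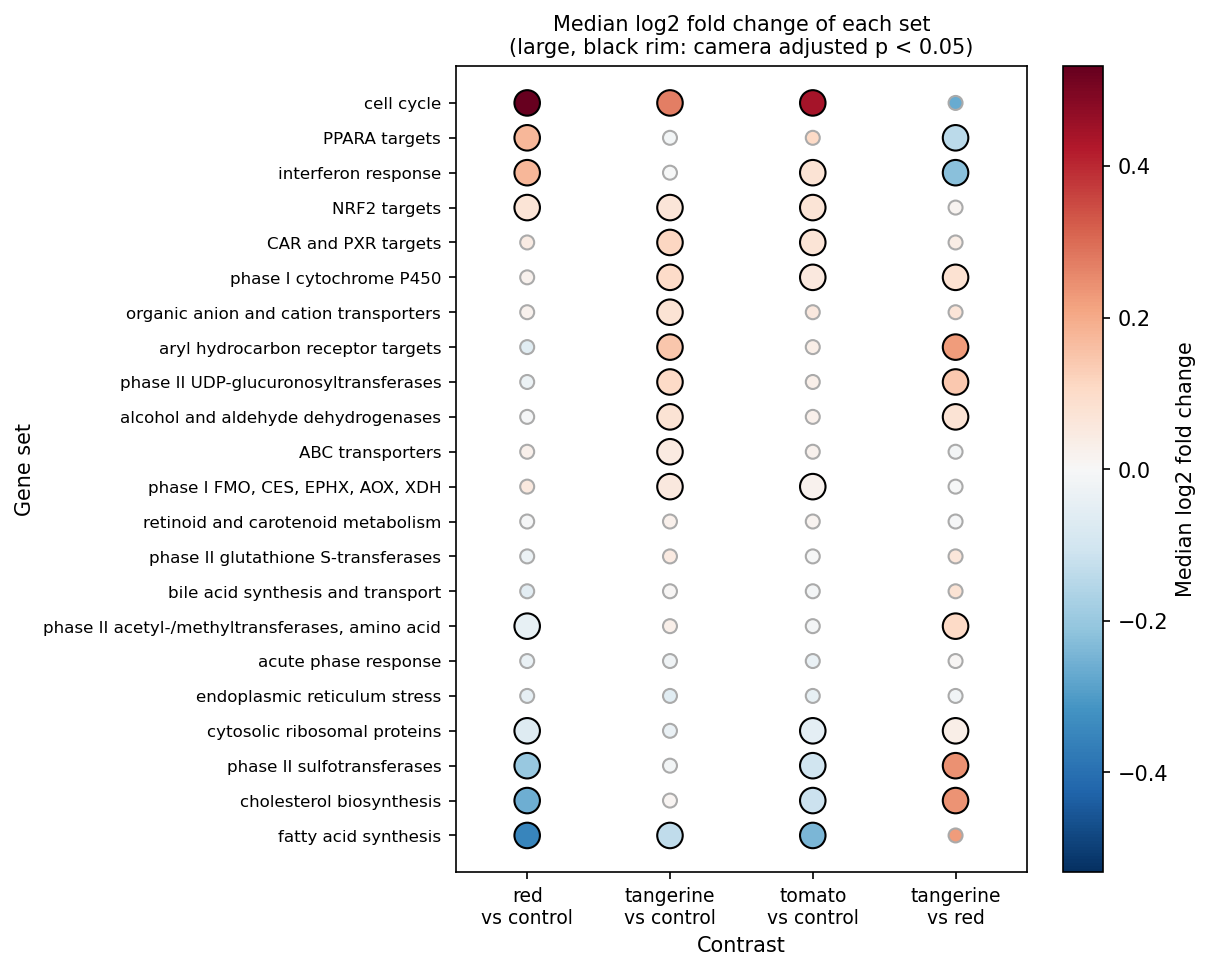
Median log2 fold change (colour) of each of 22 gene sets (vertical axis) in 4 contrasts (horizontal axis); large symbols with a black rim mark a camera adjusted p under 0.05. Cholesterol biosynthesis had a median of -0.26 on red against control and 0.24 on tangerine against red, and cytochrome P450 genes 0.10 on tangerine against control.

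The responses to the 2 tomato types were compared across all tested genes, with 6 controls for red and the other 6 for tangerine so that shared controls would not link them. The median Pearson's r across genes over 100 such divisions was -0.017 (from -0.336 to 0.184), and genes are not independent replicates. With all 12 controls shared by both responses it was 0.322.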

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

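The tests on clock state, library size, GC content, adjacent tissue, mouse order and the Cyp2c genes were chosen after the results had been seen, whereas the regroupings of libraries for the counts of genes and sets and the shuffles of the clock score within diets were fixed before their outcome was known.

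The responses to red and tangerine powder differed in a direct test for 241 genes. Of 100 splits of the red and tangerine libraries, the real one included, 1 gave as many, and the other splits gave at most 1 gene. Total counts did not differ (permutation p 0.972), and with the GC slope of each library as covariate 378 genes passed, so neither library size nor the GC slope accounts for the number. The state of the circadian clock remains a candidate explanation, since 203 of 234 called genes had a clock slope in the control libraries with the sign of the difference.

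The clock score was 4.04 units higher on tangerine than on red. After subtraction of each diet's mean, scores of mice with consecutive numbers, whatever their diets, differed by 1.82 on average. The median was 2.54 in 100000 shuffles within diets (one-sided permutation p 0.00211). This pattern suggests that mice with neighbouring numbers may have been sampled at similar times. Mouse numbers were not balanced between these diets, with red from 133 to 204 and tangerine from 128 to 242. Tangerine 215, 216 and 217, numbered above every red mouse, had the highest clock scores of all libraries (4.20, 4.57 and 4.55). Without sampling times, an effect of diet on the clock and an order of sampling that differed between diets cannot be told apart.

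Adding the clock score as a covariate left 0 genes, with 1771 at an unadjusted p under 0.05, but this number does not by itself show that the clock explains them. When the scores were shuffled within each diet, which keeps the difference between diets, 12 of 50 shuffles also gave 0 genes and the median was 13.5. Loss of power may therefore account for the count. The sizes of the changes are more informative. The median change of the 241 genes fell to 47.5% of its original size with the real scores and stayed at 99.9% in the shuffles. This is consistent with part of the difference following the clock score and part being separate from it.

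Among single genes, the direct difference on the log2 scale was -2.00 for Pitx3, 1.84 for Dbp, -1.46 for Arntl, 1.40 for Upp2, 1.30 for Bmf and 0.44 for Cyp1a2. With the clock score as covariate these were -0.48, 0.07, 0.13, 0.22, 0.88 and 0.28, and none had an adjusted p under 0.05. Dbp and Arntl are part of the score, so for them the adjustment is circular. Pitx3 and Upp2, which are not, could also follow the clock, since most of their difference went with the covariate. For Bmf and Cyp1a2 more than the median share remained.

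Adipose transcripts in red 186 and pancreas transcripts in tangerine 216 lie outside the comparisons. The adipose markers summed to 223 counts in red 186, against at most 6 in a control library and 12 in any other library. All 5 of 5 markers had their highest count in red 186. The pancreas markers without Cela1 summed to 300 counts in tangerine 216, against at most 2 in a control library and 11 in any other library. Of these markers, 8 of 9 were highest in tangerine 216. RNA from adjacent tissue is a likely source in both livers. Leaving out this pair reduced the genes called between the tomato types to 86, but 13 of 50 random pairs of 1 red and 1 tangerine library gave a number as low (median 170). Most of that drop came with tangerine 216 (89 genes without it alone, 206 without red 186 alone), and tangerine 216 also had a clock score of 4.57. Adjacent tissue therefore cannot be told apart from the loss of a library as an explanation of that drop. No biological explanation was tested for the markers themselves.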

How the results depend on the processing

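The test of the surrogate variables and the splits of the libraries were fixed before their outcome was known, and the settings named below as chosen after seeing the data were not.

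Cyp2c29 passed the threshold in red, tangerine and both tomato diets against control under all of the 11 alternatives run for single genes. Its log2 fold change on both tomato diets against control lay between 0.68 and 0.72. Over the 17 gene and contrast pairs followed, 155 values kept their direction and side of the threshold, 26 became weaker, 2 stronger and 2 reversed. The reversed values were those of Arntl in tangerine against red, at 0.13 with the clock score as covariate and 0.15 with the clock score and the first principal component, where the score includes Arntl itself.

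Genes past the threshold are given in the order red against control, tangerine against control, tangerine against red, both tomato diets against control and any diet, where the originals were 21, 2, 241, 1 and 166. With surrogate variables they were 507, 127, 867, 114 and 1051. With the DESeq2 test they were 164, 6, 391, 12 and 383. Limma-voom with sample weights gave 1504 for red against control, 746 for tangerine against red, 34 for both tomato diets and 1139 for any diet. With the clock score as covariate, red against control gave 3, tangerine against red 0 (1771 at an unadjusted p under 0.05) and any diet 1, which was Cyp2c29. The mouse number as covariate gave 1 for tangerine against control, 32 for tangerine against red and 73 for any diet. Without a low-count filter, tangerine against red gave 136 and both tomato diets 6, and a mean log2 CPM of at least 1 gave 59 for red against control.

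Chosen after seeing the data, the GC slope gave 113 for red against control, 4 for tangerine against control, 378 for tangerine against red and 276 for any diet. The first principal component gave 54 for red against control and 3 for both tomato diets. Together with the clock score it gave 4 for red against control, 5 for tangerine against control, 3 for tangerine against red and 3 for any diet. Without red 186 and tangerine 216 the numbers were 53 for red against control, 86 for tangerine against red (82 of them among the 241), 2 for both tomato diets and 77 for any diet. DESeq2 size factors, the fit to only the groups compared and leaving out the farthest library (control 137) each stayed within 1.5 times the original numbers where they were run. The shifts with the clock score, with surrogate variables and without the pair of libraries were examined for tangerine against red only, and for the other shifts the cause was not tested.

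The surrogate variables and the clock score moved tangerine against red in opposite directions. With surrogate variables re-estimated under shuffled red and tangerine labels, 1 of 40 splits, the real one, gave as many as 867 genes and the others at most 1. Under shuffled labels the surrogate variables thus made almost no calls by themselves. Shuffling also breaks any link between diet and hidden differences between libraries, such as the clock score. The shuffles therefore cannot exclude calls that depend on such a link under the real labels.

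For the list of 20 genes, these settings were applied after seeing the data. Surrogate variables gave 3 for red and 5 for tangerine against control. For tangerine against red, the clock score gave 0 (2 at an unadjusted p under 0.05), the GC slope 2, and the clock score with the first principal component 0 (2 at an unadjusted p under 0.05). For both tomato diets, a mean log2 CPM of at least 1 gave 2 and limma-voom 2.

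Gene sets past the threshold, originally 9, 11, 10 and 10 for red, tangerine, tangerine against red and both tomato diets, fell to 0 in each with the inter-gene correlation estimated (3, 5, 5 and 1 at an unadjusted p under 0.05) and to 2, 1, 4 and 0 with fry (1 set at an unadjusted p under 0.05 in the last). With fgsea they were 12, 13, 13 and 13, which included all of the original sets, and with the clock score as covariate 9, 9, 9 and 13. Of the 100 splits for each contrast, 19, 3, 14 and 12 gave as many sets. The number of sets is therefore not distinguished from a random grouping except for tangerine against control. For tangerine against red, a split into low and high mouse numbers gave 15 sets, more than the real 10, so mouse order and diet cannot be told apart for that number. For the number of genes, 1, 3, 1, 18 and 1 of 100 splits gave as many in the 5 contrasts, so a count of 1 gene for both tomato diets is common by chance. The largest numbers in the other splits were 4, 127, 1, 18 and 21, so for tangerine against control a random grouping far exceeded the real 2. A split of the tangerine and control libraries by mouse number gave 2 genes, as many as the diets did. With the mouse number as covariate, Cyp2c29 still passed on tangerine against control (adjusted p 0.0101) and Cyp1a2 did not (0.0838), although its log2 fold change was 0.48 against 0.54 without the covariate. The same kind of split gave 0 genes for red and control and 3 for tangerine and red.

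The agreement of the red and tangerine responses moved from -0.017 to 0.322 when the controls were shared, an effect of the shared controls. The simulation recovered 63% of genes changed by 0.5 log2 units at this depth and number of mice, so a part of the changes of that size would be missed, although the 241 genes had a median absolute log2 fold change of 0.42.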

Other observations

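The fits with the clock score or the mouse number as covariate were set in advance, and the use of these and all other tests in this part to weigh explanations was chosen after the result had been seen.

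Cyp2c29 was higher on both tomato diets, and 1 of 100 splits of the libraries, the real one, gave any gene an adjusted p as small as 5.57e-06 for both tomato diets against control, where the smallest in the others was 0.0215. The adjusted p was 9.91e-06 with the clock score and 1.02e-05 with the GC slope as covariate, within a range from 1.02e-13 to 1.31e-05 over the alternatives. Total counts did not differ between tomato and control libraries (permutation p 0.416). If reads had only moved among Cyp2c paralogs, the sum of the family would be unchanged. The sum was 3016 ± 323 CPM on control, 3663 ± 412 on red and 3680 ± 365 on tangerine (SD, n = 12 each; tomato against control two-sided permutation p 6e-05, adjusted 0.00012). The clock score, the GC slope, library size and a shift of reads among paralogs at a constant total therefore did not account for it. The mean GC slope did not differ between tomato and control libraries (two-sided permutation p 0.402, adjusted 0.536). GC content bias that this slope does not capture was not tested. A rise of another Cyp2c gene whose reads were counted to Cyp2c29 was not excluded. A response to tomato powder of Cyp2c29, or of a Cyp2c gene that shares its reads, may be the explanation, as a hypothesis found and tested on the same data. The overlapping pseudogene Cyp2c53-ps had under 1 CPM on average in each diet, too little to account for the change. With the mouse number as covariate, which stands in for collection order only if mice were collected by number, the adjusted p was 1.04e-05. Cage and the true collection order are not in the labels and were not tested. The family sum without Cyp2c29 was higher than control on tangerine by 325.8 CPM (two-sided permutation p 0.0091, adjusted 0.0364), where the whole sum was higher by 664 CPM. Without Cyp2c29 it did not differ on red (permutation p 0.256, adjusted 0.256) or on both diets together after adjustment (permutation p 0.0284, adjusted 0.0569).

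The first principal component of all tested genes held 16.3% of the variance and did not differ between tangerine and red (two-sided permutation p 0.111, adjusted 0.403). Across 14059 genes with a known transcript sequence, which are not independent replicates, its loading correlated with GC content with Spearman's rho of 0.566. GC content bias between libraries is a candidate source of this component, and no biological explanation was tested.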
